A study of Homo sapiens with 7 samples.

How the data were processed

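Nuclei of K562 cells were digested with micrococcal nuclease, which cuts between nucleosomes, and fragments of the size of 1 or 2 nucleosomes were immunoprecipitated, per the labels' protocols. The fragment ends therefore reflect nucleosome boundaries as well as CTCF binding. Each of the 7 libraries forms a group of its own by its title. Control, C/pi and GAi are the names in the titles, and the series text lists control cells and knockdowns of CBP/p300 and of GATA-1. The control CTCF library was analysed. The 2 other CTCF libraries, the 3 H3K27ac libraries and the input library were not analysed here.

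The deposited list gives 1 interval per peak with a name and a score. The score is a per-peak score of the authors' peak caller, a whole number of unstated scale with a minimum of 13, and it was used only to describe, rank and filter peaks within this list. The peak names begin with a term for duplicate removal, and the header of the list names deepTools as the source of a column, per the file headers. The aligner, the peak caller, its threshold, the use of the input library and the genome build are not stated. Peak numbers in the names ran from 1 to 57172 with 0 missing, so the list was complete by its own numbering. The list covers a single library as far as the labels say, and peaks were not called on pooled samples as far as the names show. A column of block sizes repeated the interval width in all 57172 rows. A column of block starts equalled the start minus its own leading digit in all 57172 rows, so it was not used.

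The build was judged from chromosome lengths, which were entered from recall of the public assemblies and not read from a reference file. Beyond the ends of chromosomes lay 0 peaks in hg19, 458 in hg38 and 610 in hg18. The gene table at hand was of GRCh38 patch 14 and was not used, since its coordinates belong to another build. No genome sequence was used here. For that reason 4 of the planned results were not computed, namely the share of peaks with a CTCF consensus sequence, that share by score, the location of peaks by gene annotation and the orientation of neighbouring sites. Planned removal of assembly gaps from the long intervals was not done either. The build was also to be checked by the consensus sequence, and chromosome bounds took its place.

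The description of the list by number, width, score, chromosome and long intervals, without p-values, and the rule for named items were fixed before the data were examined. The analyses of spacing, merged sites, scores within sites, width modes and row order were added after the list had been seen. The rule named the 5 peaks with the highest score, the 5 longest intervals without peaks, all peaks within 100 kb of the globin gene clusters and peaks in the 4 genes CTCF, CREBBP, EP300 and GATA1. The gene-based part could not be carried out without an annotation of this build.

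Peaks were sorted by position with pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15, and statistics were computed with scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Peaks per Mb were taken over the span from the first to the last peak of a chromosome. Sites were formed by merging peaks whose edges were less than 1 kb apart. Random spacing was measured in 100 draws that placed each centre uniformly within its own 1 Mb bin, without forbidding overlaps. Shares carry 95% Wilson intervals, and medians carry 95% intervals from the binomial distribution of ranks. Depth is unknown, so no interval for read counting can be given. The spacing, merging, 3-peak, width-mode and order calculations were tested on simulated data. The simulated 3-peak sites were made with 50.15% of highest scores in the middle, and 50.15% was recovered over 12000 peaks.

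For the description fixed beforehand, the other choices tried were the peaks scoring above the median of 62 (28404 peaks), merging under 1 kb, and chromosomes 1 to 22 and X only. For the long intervals, the peaks scoring above 62 were tried as well. These were 4 of the 23 choices set down beforehand, and the other 19 needed sequence or annotation. Both subsets were also applied to spacing, sites and scores within sites, and the peaks scoring above 62 to the width modes and the first rows on chromosome 22. Other merging distances, edge distances, 100 kb bins, the widest in place of the highest-scoring peak, kernel bandwidths for width modes and other numbers of first rows were added after the data had been seen.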

Results

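The study profiled the insulator protein CTCF and the histone mark H3K27ac, an acetylation found at active promoters and enhancers, by chromatin immunoprecipitation and sequencing (ChIP-seq) in K562 cells. K562 is an established human erythroleukaemia line with an aneuploid karyotype. CBP and p300 are the acetyltransferases that write most H3K27ac, and GATA-1 is an erythroid transcription factor. The design set control cells beside cells depleted of CBP/p300 or of GATA-1, and its stated interest was in acetylation at CTCF sites and the contacts between those sites. It comprised 7 libraries, with 3 CTCF libraries, 3 H3K27ac libraries and 1 input library from control cells, so that each of the 7 groups held 1 library. The peak list of the control CTCF library was analysed here, and the other 6 libraries were not analysed here. No comparison between control and depleted cells was therefore made, no replicate error exists for any value below, and no p-value is given. Intervals in brackets are 95% intervals that cover counting error within this list only, and neighbouring peaks are not independent of each other.

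The control CTCF list held 57172 peaks with no overlaps between them. The number of sequenced reads behind the list is unknown, because the values give intervals and peak scores rather than read counts. The peaks covered 26.7 Mb in total. Their median width was 334 bp (95% interval 332 to 336), with quartiles at 204 and 595 bp, and widths ran from 160 to 5000 bp. The smallest width, 160 bp, was shared by 3984 peaks, or 6.97% of the list (95% Wilson interval 6.76 to 7.18). Widths of 1000 bp or more were found for 5216 peaks, or 9.12% (8.89 to 9.36). The authors' peak score, a whole number whose scale is not stated, had a median of 62 (62 to 63), quartiles of 40 and 108, and a range from 13 to 808. Wider peaks had higher scores, with a Spearman correlation of 0.73 across peaks. The median score was 36 at the smallest width and 182 (179 to 186) among peaks of 1000 bp or more. Restricting the list to the 28404 peaks that scored above 62 gave a median width of 575 bp and a correlation of 0.63.

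The distribution over chromosomes was described next. Coordinates are those of the deposited list with starts counted from 1, and they fitted build GRCh37 (hg19), in which 0 peaks lay beyond a chromosome end. In GRCh38 (hg38), 458 peaks on 14 chromosomes would have lain beyond the end. Chromosomes 1 to 22 and X carried 57150 of the peaks, at 19.4 peaks per Mb of the span between the first and the last peak, and the peaks covered 0.906% of that span. Chromosome 19 was the densest of these, with 2547 peaks at 43.3 per Mb, followed by chromosome 22 with 34.4 and chromosome 17 with 34.4 per Mb. Chromosome 13 had the lowest density, 9.36 per Mb from 898 peaks, and chromosome X had 9.97 per Mb from 1512 peaks. The ratio of the density on chromosome 19 to that on chromosome 13 was 4.62. It was 6.04 among peaks scoring above 62 and 4.16 after neighbouring peaks were merged. Median scores followed a narrower range, from 55 (54 to 58) on chromosome 13 and 55 on chromosome X to 75 (71 to 78) on chromosome 19.

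**Figure D1:**
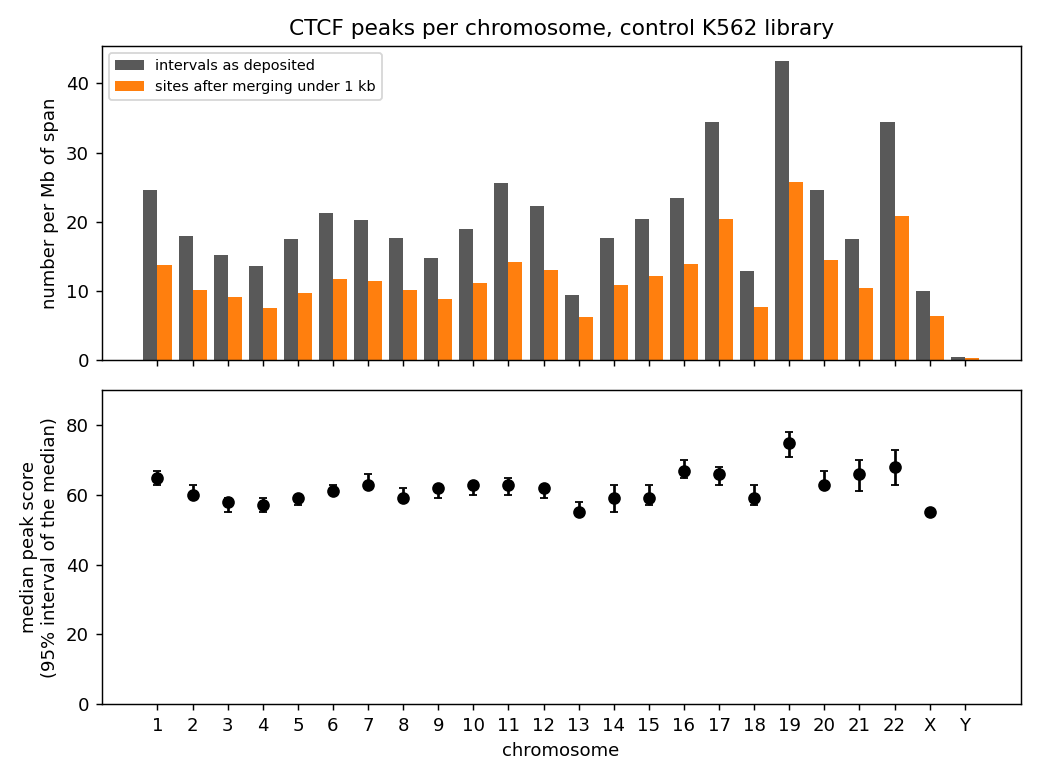
Upper panel, number of CTCF peaks (grey bars) and of sites after merging peaks less than 1 kb apart (orange bars) per Mb of the span from the first to the last peak, for each chromosome except the mitochondrial one. Lower panel, median peak score with its 95% interval for chromosomes 1 to 22 and X. Chromosome 19 has the tallest bars, at 43.3 peaks and 25.7 sites per Mb, and chromosome 13 is lowest of the autosomes, at 9.36 peaks and 6.17 sites per Mb.

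The list placed 5 peaks on chromosome Y, at 0.448 per Mb of their span, with scores between 17 and 290. Whether the reads behind them came from chromosome Y, or reflect CTCF binding there, was not tested. The highest of these, with a score of 290, lay at chromosome Y, 21154665 to 21154913. The mitochondrial genome held 17 peaks, which covered 80.6% of the sequence between the first and the last of them. Their median score was 109 (79 to 152). Whether these intervals reflect CTCF binding cannot be said, because the input library was not analysed here.

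Bins of 5 Mb along chromosomes 1 to 22 and X were counted where they lay wholly between the first and the last peak. Bins at the chromosome ends were left out. Over these 559 bins, the median was 83 peaks per bin, with quartiles at 52 and 129.5 peaks. The fullest of these bins, on chromosome 19 from 45 to 50 Mb, held 353 peaks, and the next, on chromosome 6 from 30 to 35 Mb, held 337. A total of 8 of the 559 bins held 0 peaks. The longest intervals between neighbouring peaks were 24.2 Mb on chromosome 9 (44227703 to 68455294), 22.3 Mb on chromosome 1 (121190139 to 143500500) and 11.4 Mb on chromosome 16 (35143617 to 46587967). An interval of 7.84 Mb followed on chromosome Y (13312572 to 21154664). The fifth was an interval of 6.03 Mb on the short arm of chromosome 9 (20624665 to 26655996). Assembly gaps, which hold no mappable sequence, were not removed from these lengths. Stretches before the first or after the last peak of a chromosome were not ranked. Some of them were longer than 11.4 Mb, since the first peaks of chromosomes 13, 14, 15 and 22 started at 19173906, 19107925, 20192647 and 16872359.

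The 5 highest-scoring peaks lay on chromosomes 10, 11 and 19. A peak of 4646 bp on chromosome 10 (49863685 to 49868330) had a score of 808. On chromosome 19, a peak of 2533 bp (34267826 to 34270358) scored 805, a peak of 862 bp (246643 to 247504) scored 786 and a peak of 1188 bp (13075797 to 13076984) scored 768. The remaining peak, of 989 bp on chromosome 11 (72144686 to 72145674), scored 802 and was the only member of the 5 with 3 other peaks in its merged site. Genes and sequence features at these positions were not assigned, because no annotation of this build was used here.

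Because the study was concerned with contacts between CTCF sites, the spacing of the peaks was measured, in an analysis added after the list had been seen. The median distance between the centres of neighbouring peaks was 6692.5 bp (6342.5 to 7043). Of 57147 neighbouring pairs, 20959 lay less than 1 kb apart, which is 36.7% (36.3 to 37.1). When each centre was redrawn at random within its own 1 Mb bin, 3.23% of neighbours on average lay this close, with a range from 2.99% to 3.40% over 100 draws. Among peaks scoring above 62, the share of neighbours less than 1 kb apart was 13.5%, and the redrawn share was 1.77%. The smallest gap between the edges of neighbouring peaks was 37 bp.

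**Figure D2:**
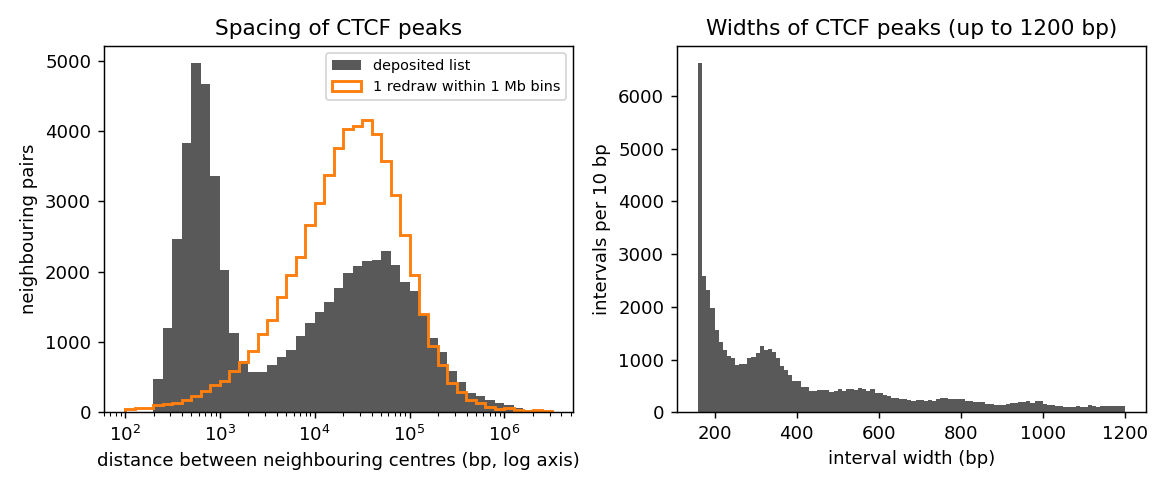
Left, number of neighbouring pairs by the distance between peak centres on a log axis, for the deposited list (grey) and for 1 random redraw of the centres within 1 Mb bins (orange line); the list has a separate mode under 1 kb, where 20959 of 57147 pairs lie, that the redraw lacks. Right, number of peaks per 10 bp of interval width, without the widest peaks, with the tallest bar at the smallest width of 160 bp and lower modes near 322 and 551 bp.

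Merging peaks whose edges were less than 1 kb apart gave 33117 sites, or 1.73 peaks per site, with a median width of 812 bp (805 to 820) and a total length of 32.0 Mb. Merging at 500 bp gave 35666 sites and merging at 2 kb gave 31768. Sites made of a single peak numbered 17343, which is 52.4% of sites (51.8 to 52.9). The other 15774 sites, 47.6% (47.1 to 48.2), held 2 or more peaks each and contained 39829 peaks, or 69.7% of the list. There were 10066 sites with 2 peaks, 3998 with 3 and 1180 with 4. The site with the most members was the mitochondrial one, with 17 peaks, and the next had 11. The median score was 73 (73 to 74) for peaks that stood alone, 60 (60 to 62) for members of pairs and 55 for members of sites with 3 peaks.

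In the 10066 pairs, the median of the higher score was 101 (99 to 102) and that of the lower score was 43 (43 to 44). Most of this gap comes from sorting the scores, since shuffling partners gave medians of 92 and 44 in each of 100 draws. The scores of the members of a pair were negatively related, with a Spearman correlation of -0.31 across pairs, whereas shuffling partners gave correlations between -0.02 and 0.04 over 100 draws. Among all neighbours, the correlation depended on the distance between centres. It was 0.076 up to 300 bp (1280 pairs), -0.117 from 300 to 600 bp (10530 pairs), -0.352 from 600 to 1000 bp (9154 pairs) and -0.333 from 1 to 2 kb (3876 pairs). From 2 to 10 kb it was -0.004 over 5827 pairs. In these distance ranges the negative relation was absent at the shortest distances and beyond 2 kb. The peaks do not overlap, so the distance between centres includes part of each width, and wider peaks scored higher. Sorting pairs by this distance may therefore produce part of the pattern, and no random comparison was run for it.

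In sites with 3 peaks, the middle peak had the highest score in 1961 of the 3920 sites without a tie, 50.0% (48.5 to 51.6). The left peak had it in 24.9% (23.6 to 26.3) and the right peak in 25.1% (23.7 to 26.5). Shuffling the scores within each site put the highest score in the middle in 33.4% of sites on average, with a range from 31.8% to 35.5% over 100 draws. Median scores were 50 (48 to 51) on the left, 73 (71 to 74) in the middle and 48 (46 to 50) on the right. Among peaks scoring above 62, the middle share was 39.9% (35.5 to 44.4) over 459 sites.

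**Figure D3:**
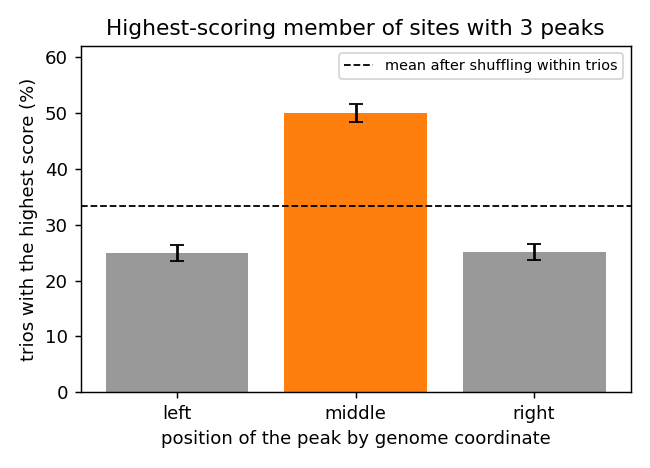
Share of sites with 3 peaks in which the left, middle or right peak has the highest score, with 95% Wilson intervals as error bars (3920 sites without a tie). The middle peak has it in 50.0% of sites, above the 33.4% that shuffling the scores within sites gives on average (dashed line), and the left and right shares are 24.9% and 25.1%.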

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

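The rows of the deposited list do not follow genome position, and their order is information that no comparison above used. All tests in this part were chosen after the row order had been seen, although those on peaks elsewhere matched by score to the segment and on groups of peaks were set down before their own values were computed. Row numbers of neighbouring peaks up to 1 kb apart had a Spearman correlation of 0.999 over 20964 pairs, where an arbitrary order would give about 0. The correlation fell with distance, to 0.93 between 8 and 10 kb, 0.78 between 20 and 25 kb and 0.67 beyond 100 kb. Ordering by the peak's own score is argued against by a correlation of row number and score of -0.13 across peaks. Ordering by the number of peaks within 10 kb is argued against by a correlation of -0.04, although over the 1978 bins of 1 Mb with 10 or more peaks the number of peaks and the median row had a correlation of -0.52. The fall from 0.999 to 0.783 with distance is consistent with an order by a signal averaged over a wide window around each peak, as a heat-map tool would produce. The rule by which the rows were ordered is not stated, so this stays a hypothesis, and no biological explanation of the order was tested.

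The start of that order was concentrated on part of chromosome 22. Among the first 500 rows, 127 lay on chromosome 22, which is 25.4% of these rows against 2.07% of all peaks. Chromosome 6 came next with 90 and chromosome 9 with 39. All 127 lay between 18121070 and 23626012, a segment of 5.51 Mb with 362 peaks. Because these same rows set its bounds, no peak of chromosome 22 outside it is among them, and shares counted inside it with these rows are raised by the choice. Leaving out the peaks of the first 500 rows everywhere, 123 of the 235 remaining segment peaks were in the first 5717 rows, 52.3% (95% Wilson interval 46.0 to 58.6), against 12.0% of peaks elsewhere with the same scores. Since row numbers of close neighbours are strongly correlated, these peaks are not independent of those left out. The change at the end of the segment was not abrupt, with a median row of 4013.5 over the 42 peaks in its last 500 kb and 8854.5 over the 18 peaks in the 500 kb that follow. Over all 784 peaks of chromosome 22 after the segment, the median row was 24040.5. It was 3220 in the segment, a contrast that the choice of bounds raises. Of the 5 bins of 1 Mb with the lowest median rows, 3 lay in this segment. The others lay on chromosome 1 from 249 to 250 Mb (median row 994, 11 peaks) and on chromosome 9 from 133 to 134 Mb (median row 2193.5, 48 peaks).

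The 127 peaks formed 35 groups more than 20 kb apart, which argues against a few crowded windows of up to 20 kb. A few wider windows are not excluded. The window behind the order is unknown, and row numbers of neighbours 20 to 25 kb apart still had a correlation of 0.78. Higher peak scores do not account for the concentration: the median score was 79 (66 to 88) in the segment and 62 elsewhere, but peaks elsewhere with the same scores were in the first 500 rows in only 0.843% of cases. Without the bounds of the segment, 10.7% of all 1183 peaks of chromosome 22 were in these rows (9.10 to 12.6), against 0.618% of peaks of other chromosomes with the same scores. A candidate explanation is that this line carries extra copies of the segment. These would raise a signal averaged over wide windows there if the signal was not corrected by the input library. Whether it was corrected is not stated. With the first 500 rows included, 69.1% of the segment's peaks were in the first 5717 rows. Extra copies and a chromatin signal that is high over the whole segment cannot be told apart here, because the input library, which would decide it, was not analysed here.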

How the results depend on the processing

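The tests of spacing, merged sites, scores within sites, width modes and first rows, with every other choice tried on them, were chosen after the list had been seen; those of number, width, score, total length, chromosome density and long intervals were fixed beforehand. Restricting the list to peaks scoring above 62 changed most values, in part by construction, since it removes about as many peaks as it keeps. It left 28404 peaks, with a median width of 575 bp, a median score of 108 and a correlation of width and score of 0.626. Merging neighbours less than 1 kb apart reduced the number of peaks from 57172 to 33117 and raised the median width to 812 bp, which follows from joining intervals. The total length stayed between 19.1 and 32.0 Mb under these choices. Leaving out chromosome Y and the mitochondrial genome changed the values it was run for little or not at all, with 57150 peaks left of 57172.

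Among peaks scoring above 62, the share of neighbours less than 1 kb apart was 13.5%, against 1.77% after random placement of the same peaks. The middle peak had the highest score in 39.9% of sites with 3 peaks, and the correlation within pairs was -0.12. Distances between edges in place of centres gave 42.1% of neighbours less than 1 kb apart. Redrawing centres within 100 kb bins in place of 1 Mb bins gave 4.66% on average. The widest in place of the highest-scoring peak put the middle peak first in 43.9% of sites with 3 peaks. Merging at 500 bp or 2 kb gave 35666 and 31768 sites, and merging only the peaks scoring above 62 gave 23591. No random placement was run for edge distances. For distances between centres the share of close neighbours stayed above the random shares, and under the choices tried the middle peak of 3 stayed above 33.4% and the correlation within pairs stayed negative. Among the values for single chromosomes, long intervals, width modes and first rows, 12 moved and 12 did not. The limit for a move differed between these kinds of value, and for long intervals any change in length counted. Removing peaks can only keep or lengthen an interval without peaks. The tally is therefore not a measure of robustness. The interval without peaks on the short arm of chromosome 9 lengthened from 6.03 to 12.5 Mb among peaks scoring above 62. The share of first rows on chromosome 22 was 41.6% over 250 rows, 15% over 1000 rows and 17.4% among peaks scoring above 62.

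Of the choices set down beforehand, 19 were not run because they need genome sequence or an annotation of this build. Leaving out replicates was not possible with 1 library. The depth of the library is unknown, so it cannot be said how many weaker sites the list misses, and the absence of peaks in an interval does not show the absence of binding.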

Other observations

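All tests in this part were chosen after the list had been seen, although the redraw within 100 kb bins and the random placement on chromosome 9 were set down before their own values were computed. The close spacing of peaks was weighed against regional density. Redrawing the centres within 100 kb bins gave at most 4.98% of neighbours less than 1 kb apart in 100 draws, against 36.7% in the list, which argues against regional density as the cause. The middle peak scored highest in 50.0% of sites with 3 peaks, against 33.4% on average after shuffling. A strong enrichment whose weaker shoulders were called as separate peaks may produce this excess. Shoulders on both sides do not account for the sites in which the left (24.9%) or right peak (25.1%) scored highest. The middle share was lower, 39.9%, among peaks scoring above 62. If shoulders were common, the 57172 peaks may stand for a number of bound regions nearer to the 33117 merged sites. That number falls to 23591 among peaks scoring above 62. Separate binding sites that lie close together stay open for any single site, and consensus sequences, which bear on this, were not used here.

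Interval widths fell into steps. Above the smallest width of 160 bp, the smoothed distribution had modes at 322 bp (95% bootstrap interval 318 to 328), 551 bp (513 to 564), 760 bp (753 to 795) and 965 bp (944 to 989). The second mode lay near 320 bp, which is a multiple of the smallest width, but it lay at 352 bp among peaks scoring above 62. The third did not lie at 480 bp in either list. Its position of 551 bp, or 564 bp among peaks scoring above 62, argues against multiples of the smallest interval as the cause of that mode. The 3 steps after the second mode averaged 214 bp (207 to 223). In the whole list the step from the smallest width to the second mode was 162 bp (158 to 168). It was shorter there than the later steps of 229 bp (189 to 243), 209 bp (193 to 264) and 205 bp (176 to 232). Among peaks scoring above 62 the first step was 192 bp and the later steps were 212, 196 and 222 bp, without intervals. In that subset the first step cannot be set apart from the later ones. Whole nucleosomes with their linkers, joined into single intervals, may produce such steps in chromatin cut by micrococcal nuclease. This cannot be told apart from an effect of peak calling, because the ranges in which modes were sought were set after the distribution had been seen and partly fix the steps, and the smallest width appears to be a limit of the caller.

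On the short arm of chromosome 9, the interval of 6.03 Mb without peaks was followed by 3 peaks and then by a second interval of 4.97 Mb (27276950 to 32251716). The whole stretch of 11.6 Mb held these 3 peaks, where the density of chromosome 9 would give 171. The longest interval in 1000 random placements of the peaks of chromosome 9 was 0.989 Mb, and 1.77 Mb when its merged sites were placed instead. Exceeding the random intervals does not by itself set the stretch apart. With sites placed at random, each of the 23 chromosomes had at least 2 intervals longer than any random one, 135 in all. Assembly gaps were not removed from these intervals, so the count does not show the stretch to be ordinary either. Sparse regions were not confined to this stretch: 9 of the 559 bins of 5 Mb held between 1 and 3 peaks, and 2 of them lay here. A candidate explanation is sequence missing from this cell line or not mappable, and a region poor in CTCF sites or chance in a list of uneven density are others. Chance at an even density along chromosome 9 is argued against, since 0 of the 1000 placements of its peaks had an interval as long as 6.03 Mb. The stretch held 3 peaks, and the input library was not analysed here. Sequence missing from this line or not mappable therefore cannot be told apart from few sites or from chance in a list of uneven density.

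The mitochondrial peaks stood late in the row order, with a median row of 52840 of 57172, although their median score of 109 exceeded the 62 of the whole list. No explanation was tested for this.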
